A study of Homo sapiens with 6 samples. Its data were reported in "HRD1-induced TMEM2 ubiquitination promotes ER stress-mediated apoptosis through a non-canonical pathway in intestinal ischemia/reperfusion" (2024).

How the data were processed

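Poly(A) RNA of Caco-2 cells, a human line from a colorectal adenocarcinoma that is widely used as a model of the intestinal epithelium, was sequenced as paired-end reads of 150 bp in 3 control samples and 3 samples exposed to hypoxia followed by reoxygenation (H/R). Groups and replicate numbers were taken from the sample titles. The sources used here do not say whether the 3 samples of a group came from separate cultures, so p-values measure the spread between these samples, which may be technical. The reoxygenation time of the sequenced cells is not given in the sources used here. For RNA-seq, the study's methods mention H/R Caco-2 cells given a control siRNA or an siRNA against TMEM2 (small interfering RNAs, which silence a gene). The sample titles do not say whether any of these 6 samples was transfected, so a difference in transfection between the groups stays open.

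The authors deposited 1 table with a log2 value per gene and sample in columns named for FPKM (fragments normalized for transcript length and for the number of mapped fragments). Undoing the logarithm and subtracting 1 gave a multiple of 0.01 FPKM for 100% of the values, within a tolerance of 1e-05 FPKM, so the deposited log2 values are log2(FPKM + 1) of rounded FPKM. Aligner, assembler and counting method are not given in the sources used here. The submitters' processing notes name the mouse builds GRCm38 and mm10, while the gene identifiers are human, so no coordinates are printed and the build stays open. The table has 2257 rows, of which 2188 carry a gene symbol and 69 the identifier of an assembled locus. Among the 2234 rows with both group means above 0, the ratio of mean FPKM was at least 2 in one direction or the other in 92.2% and at least 1.75 in 99.0%. The rows therefore look selected as changed, by a rule that is not given in the sources used here. Every count, test and p-value below is within that selection, in which adjusted p-values can be smaller than in a table of all genes, and genes outside it were not analysed here. Depth per sample is unknown, because the table holds neither counts nor the effective lengths that would recover them, and the sum of FPKM over selected rows is not a depth.

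Symbols were matched to a RefSeq gene table, 2018 directly, 137 as numbered further copies of a symbol and 23 through an older symbol, and 10 rows did not match. Copies of a symbol with identical values in all 6 samples were counted once, which removed 51 rows. Of the remaining 2206 rows, 2033 had a mean FPKM of at least 1 over the 6 samples and were tested, and 173 were under that minimum. The test was limma version 3.58.1 in R version 4.3.3 (linear model with group only, moderated two-sided test with a mean-variance trend) on log2(FPKM + 1), with Benjamini-Hochberg adjustment and a threshold of 0.05. A further count required a change of at least 2-fold on that scale. A pseudocount of 1 understates the change of low genes. The model was tested on simulated data with 2033 rows, of which 200 were changed, over 100 simulated tables for each fold size. When each row was simulated with its own SD, the mean share recovered was 0% at 1.5-fold, 66.4% at 2-fold and 97.1% at 4-fold, and the mean share of false calls among all calls was 1%, 4.5% and 4.7%. With moderated SDs, a simulation added after a first single run had given a false share above the threshold at 4-fold, the shares recovered were 5.7%, 86.4% and 100%, and the false shares were 5.8%, 4.9% and 4.8%, the first above the threshold in tables with few calls. The simulated rows were independent and not preselected, unlike the deposited ones.

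Gene lists (28) were written before the data were examined, and genes with ubiquitin ligase or conjugating function were taken by a fixed set of symbols and symbol beginnings. For lists, each symbol was used once, in its row with the highest mean FPKM. The planned set test against all genes was not run, because the table holds selected rows. In its place, the share of members that rose was compared with the rest of the table by Fisher's exact test, two-sided, with adjustment over the 13 lists that had at least 5 tested members, the ubiquitin genes included. Genes of a list are not independent replicates, so these p-values describe the table and not the spread between samples. Genes named in the text followed a rule written before the data were examined. The rule takes SYVN1, RFFL and CEMIP2, the 10 largest rises and the 10 largest falls among genes past the threshold whose groups did not overlap, up to 4 members per list by adjusted p in the direction most members took, up to 4 ubiquitin genes per direction, and the 5 genes with the highest mean FPKM. Members outside this rule are named where a list had few members or where they went against the others, and were chosen after their values were seen. Some of the genes that the rule takes are not reported here. GC content and transcript length are medians over the protein-coding transcripts of GENCODE release 29 and were found for 99.5% of tested rows with a symbol. Replicates were compared within groups before averaging. Between 0.2% and 0.4% of rows had equal FPKM in a pair at the deposited rounding of 0.01 FPKM, so no library was a copy of another.

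Alternatives fixed before the data were examined were pseudocounts of 0.1 and 0.01, no minimum or a minimum mean FPKM of 5, rescaling to equal totals, median-of-ratios scaling, quantile normalization, limma without a trend, an ordinary linear model, the replicate number as a block, and leaving out each sample in turn. Alternatives added after seeing the data were a covariate for the GC slope of each library, 1 row per symbol without assembled loci, and leaving out both replicates numbered 1. The share of each list that rose was also compared, after seeing the data, with 10000 permutations of the called directions among genes of the same GC bin (10 bins). Bootstrap intervals used 2000 resamples of genes at a level of 95%. Further tools were Python version 3.11.15, scipy version 1.17.1, pandas version 2.3.3 and matplotlib version 3.10.9.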

Results

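Gene expression was measured by RNA-seq in Caco-2 cells under control conditions (3 samples) and after H/R (3 samples), to find ubiquitination-associated genes that differ in a cell model of intestinal ischemia and reperfusion. The deposited table lists 2257 rows selected as changed, with levels in FPKM, and its depth is unknown. Values are given as mean ± SD (n = 3 per group), and changes as the log2 difference of H/R minus control on the log2(FPKM + 1) scale with its SE and limma's adjusted p-value.

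The largest rises after H/R included genes of glucose uptake and glucose use. The glucose transporter gene SLC2A1 rose from 147.9 ± 18.2 to 1558 ± 173 FPKM, the hexokinase gene HK2 from 5.29 ± 0.953 to 69.7 ± 16.4 FPKM, and PDK1, whose product inhibits pyruvate dehydrogenase, from 4.99 ± 1.96 to 68.6 ± 26.8 FPKM. GPRC5A, a receptor gene, rose by 4.24 ± 0.18 (SE) on the log2 scale. The genes with the largest falls included TXNIP, an inhibitor of thioredoxin and of glucose uptake, which went from 93.9 ± 25.6 to 9.15 ± 0.696 FPKM, and MAT1A, the methionine adenosyltransferase of differentiated liver cells, which went from 29.4 ± 1.47 to 2.86 ± 0.389 FPKM.

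Of the 2033 rows tested, 937 rose and 1075 fell after H/R (limma, adjusted p under 0.05), and 21 did not pass. At least 2-fold on the log2(FPKM + 1) scale, 707 rose and 816 fell. The log2 scaling factors of H/R minus control were -0.35 for equal totals and -0.52 for median-of-ratios scaling, which shift changes upward, by less in low genes, and the 2-fold counts were then 897 rises and 386 falls (69.9% rises) and 923 rises and 249 falls (78.8% rises), against 46.4% rises without rescaling. Neither scaling rests on all genes of the samples, since the table holds selected rows. The groups did not overlap in 1923 of the 2033 rows (94.6%, against 10% by chance for 3 against 3 in rows that were not selected).

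The other genes with the largest rises were HSPA6, ANKRD1, FOSL1, RGS2, DUSP6 and EMP1. The inducible heat shock gene HSPA6 was near the floor in control (0.130 ± 0.0557 FPKM) and reached 25.1 ± 12.7 FPKM after H/R, a rise of 4.39 ± 0.36 (SE). ANKRD1, a gene induced by mechanical and YAP signals, rose by 4.26 ± 0.29, FOSL1, a subunit of the AP-1 transcription factor, by 3.90 ± 0.38, and DUSP6, a phosphatase of ERK, by 3.78 ± 0.22. The changes of RGS2 and EMP1 were 3.79 and 3.76. The other genes with the largest falls were RIIAD1, LBX2, TM7SF2, METTL7B, RBP5, ATOX1, AK1 and CELF3, with changes from -3.20 (RIIAD1) to -2.57 (CELF3). RIIAD1 was listed at 0 in all 3 H/R samples and at 12.2, 5.66 and 7.93 FPKM in control replicates 1, 2 and 3. The copper chaperone gene ATOX1 went from 220.4 ± 14.5 to 38.4 ± 18.2 FPKM.

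Among the 5 rows with the highest mean FPKM, the apolipoprotein gene APOA1 fell from 7378 ± 700 to 2801 ± 235 FPKM, while the actin gene ACTG1 rose from 1517 ± 179 to 3724 ± 653 FPKM and the creatine kinase gene CKB from 1493 ± 309 to 3516 ± 571 FPKM. The remaining rows were S100A10 and an assembled locus without a gene name. S100A10 went from 4028 ± 1003 to 2138 ± 159 FPKM with a change of -0.89 ± 0.20 (SE, adjusted p = 0.0018), a call that ended under median-of-ratios scaling (adjusted p = 0.18, the highest of its alternatives, of which the lowest was 7.69e-06). The assembled locus went from 14130 ± 4036 to 7046 ± 1387 FPKM (log2 change -0.98), and its call ended under median-of-ratios scaling and under quantile normalization. Quantile normalization gives a row of the same rank in every library the same value. It left this locus without a change, so the loss there says nothing about the locus.

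The libraries of a group differed from each other along GC content. In control replicate 1, rows were higher relative to the control mean by 0.26 on the log2 scale for each 10 points of GC, and in control replicate 3 the slope was -0.26. The slopes were -0.0015 in control replicate 2, 0.16 in H/R replicate 1, -0.032 in H/R replicate 2 and -0.12 in H/R replicate 3. Rows that rose had a median GC of 47.6% and a median transcript length of 2198 bp, and rows that fell had 57.1% and 1409 bp. Without both replicates numbered 1, an alternative chosen after seeing the data, 936 rows rose and 1074 fell. Nearly all of these selected rows passed in the main fit too, and both replicates numbered 3 stayed in. These counts therefore cannot show whether GC content affected the calls.

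**Figure D1:**
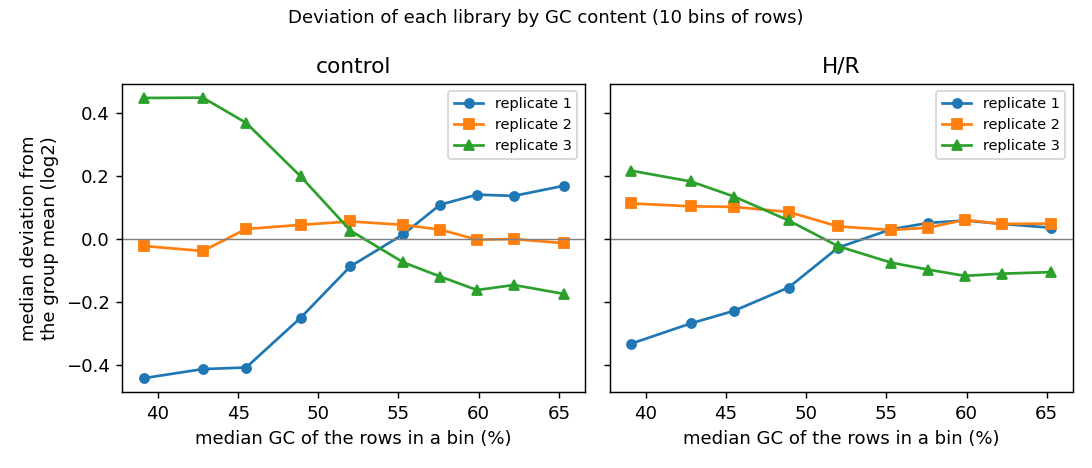
Median deviation of each library from its group's mean (log2, vertical axis) in 10 bins of rows by GC content (percent, horizontal axis), for the 3 control and the 3 H/R libraries. Control replicates 1 and 3 run in opposite directions, with slopes of 0.26 and -0.26 per 10 points of GC.

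To examine the ubiquitination-associated genes, SYVN1, RFFL and the further ligase and conjugating genes in the table were compared between H/R and control. SYVN1, which encodes the ER-resident E3 ligase HRD1, rose from 30.7 ± 3.99 to 62.0 ± 3.84 FPKM (log2 change 1.00 ± 0.18 SE, adjusted p = 5.33e-04), a ratio of mean FPKM of 2.02. Before rounding, its log2 change was just under the 2-fold threshold. RFFL, which encodes an endosome-associated E3 ligase, rose from 15.6 ± 1.7 to 41.3 ± 8.90 FPKM (log2 change 1.33 ± 0.21, adjusted p = 2.86e-04). Both genes were higher in all 3 H/R samples than in any of the 3 control samples. The change of RFFL exceeded that of SYVN1 by 0.34 on the log2 scale, a difference that did not pass an exact permutation test (two-sided p = 0.2, n = 3 per group, where 0.1 is the smallest p that the design allows). The study selected SYVN1 and RFFL using these samples, so their rise here is not independent evidence of it.

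In all, 40 ubiquitin ligase and conjugating genes were in the table, of which 28 rose and 12 fell, and the counts adjusted over the list alone were also 28 and 12. The share that rose was higher than in the rest of the table (Fisher's exact test, adjusted p = 0.0065). With each symbol counted once, 45.9% of all called genes rose, the ubiquitin genes included. Most of the other ubiquitin genes that rose had a larger log2 change than SYVN1, up to 2.11 in FBXL16. A few rose less, by 0.79 at the least. These differences from SYVN1 were not tested, apart from that of RFFL. The rises included RNF19B, which encodes a RING ligase (9.72 ± 0.606 to 31.3 ± 3.46 FPKM), SIAH2, whose product acts on prolyl hydroxylases of the hypoxia pathway (20.2 ± 2.06 to 48.2 ± 1.27 FPKM), and the low genes FBXL16 (0.267 ± 0.256 to 4.44 ± 0.982 FPKM) and BIRC7 (0.417 ± 0.0850 to 2.35 ± 0.222 FPKM). The falls included UBE2L6, the conjugating enzyme for the ubiquitin-like protein ISG15 (20.7 ± 2.99 to 6.85 ± 1.17 FPKM), FBXO6, which recognises glycoproteins (43.9 ± 6.39 to 18.4 ± 3.62 FPKM), and RNF187 (7.32 ± 0.705 to 1.68 ± 0.248 FPKM). CBLN3 was counted among the falls because its symbol begins with the letters of CBL, but it encodes a cerebellin and not a ligase.

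CEMIP2, which encodes the cell surface hyaluronidase TMEM2, rose from 6.54 ± 2.27 to 15.9 ± 4.22 FPKM (log2 change 1.17 ± 0.29 SE, adjusted p = 0.0032). The values were 4.12, 6.89 and 8.61 FPKM in control replicates 1, 2 and 3 and 10.97, 18.2 and 18.3 FPKM in H/R replicates 1, 2 and 3. Its transcripts have a GC content of 44.4%, in the range where the libraries of a group differed most. Of the 16 genes on the hyaluronan list, 3 were tested, and the hyaluronan receptor gene CD44 rose as well (12.3 ± 2.11 to 40.9 ± 5.65 FPKM), while HEXA, which encodes a lysosomal hexosaminidase subunit, fell by 1.03 on the log2 scale.

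**Figure D2:**
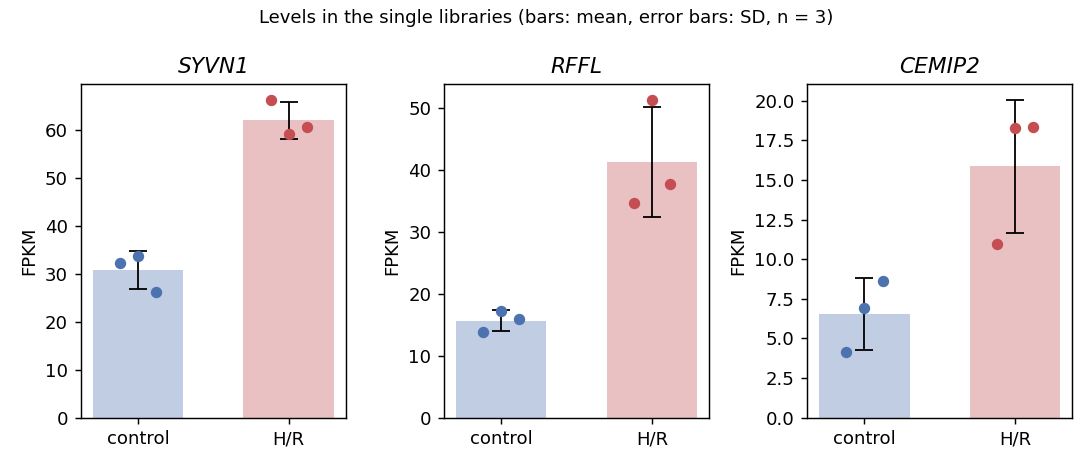
Levels of SYVN1, RFFL and CEMIP2 in FPKM (vertical axes, from 0) in the 3 control and the 3 H/R samples, with points for single libraries in the order of their replicate numbers, bars for the mean and error bars for the SD. Every H/R value lies above every control value in each of the 3 genes.

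Genes of the hypoxia response in the table rose after H/R, with 1 exception. Of 30 genes on the list of HIF targets, 21 were in the table, of which 20 rose and 1 fell, with the same counts adjusted over the list alone (Fisher's exact test against the rest of the table, adjusted p = 1.17e-05). The mitophagy gene BNIP3 went from 51.0 ± 10.6 to 383.9 ± 41.5 FPKM and DDIT4, an inhibitor of mTORC1, from 50.4 ± 6.81 to 260.6 ± 41.9 FPKM. The carbonic anhydrase gene CA12 was the member that fell, with a log2 change of -0.92. Of 17 glycolysis genes listed, 6 were in the table and these 6 rose, 6 also adjusted over the list alone (adjusted p = 0.017), among them ENO2 (3.11 ± 0.294 to 29.6 ± 5.17 FPKM), PFKP (114.8 ± 16.0 to 366.9 ± 25.6 FPKM) and the lactate dehydrogenase gene LDHA (210.3 ± 42.4 to 900.1 ± 184 FPKM). The glycolysis list no longer passed under median-of-ratios scaling (adjusted p = 0.051), although its 6 genes rose there too.

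Most genes in the table from the list for the ATF4 branch of the unfolded protein response rose after H/R. Whether ER stress raised them was not tested. Of 21 genes on the list, 14 were in the table, of which 13 rose and 1 fell, with the same counts adjusted over the list alone (adjusted p = 0.0021). The transcription factor gene ATF3 went from 4.86 ± 1.82 to 46.9 ± 8.60 FPKM, the folate enzyme gene MTHFD2 from 67.3 ± 22.1 to 453.4 ± 61.7 FPKM, PPP1R15A, whose product restores translation, from 49.1 ± 6.44 to 194.2 ± 34.8 FPKM, and the glutathione-degrading CHAC1 from 23.4 ± 7.69 to 111.8 ± 18.3 FPKM. DDIT3, which encodes CHOP, rose by 1.72 on the log2 scale. NUPR1 went the other way (-1.47). Of 22 genes on the list of ER chaperones and ATF6 and XBP1 targets, 4 were in the table and all 4 rose, led by HSPA5, which encodes the chaperone BiP (266.6 ± 89.9 to 893.5 ± 193 FPKM), with ERN1 (1.15), SEC24D (1.26) and DNAJB9 (1.67 on the log2 scale). Of 23 genes on the list of ER-associated degradation, SYVN1 was the 1 gene in the table.

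Apoptosis genes in the table had opposite functions and rose together. Of 30 genes on the list, 6 were in the table and these 6 rose, 6 also adjusted over the list alone (adjusted p = 0.017, and 0.051 under median-of-ratios scaling). TNFRSF10B, a death receptor gene, went from 39.4 ± 5.12 to 117.4 ± 14.9 FPKM and BBC3, which encodes the pro-apoptotic PUMA, from 10.4 ± 1.38 to 34.3 ± 4.96 FPKM. BCL2L1, which encodes the anti-apoptotic BCL-XL, went from 307.3 ± 22.3 to 728 ± 97.7 FPKM. The anti-apoptotic genes BIRC3 and MCL1 and the inflammatory caspase gene CASP4 rose by 1.60, 1.61 and 1.10 on the log2 scale. Of 20 p53 targets, 5 were in the table and these 5 rose (5 adjusted over the list alone, adjusted p = 0.026, and 0.082 under median-of-ratios scaling). BBC3, TNFRSF10B and GDF15 are shared with other lists, and PLK3 and CDKN1A rose by 2.12 and 1.13.

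Immediate early genes rose without exception among those listed. Of 24 genes on the list, 18 were in the table and these 18 rose, 18 also adjusted over the list alone (adjusted p = 9.54e-06), among them MYC (55.2 ± 2.42 to 351.1 ± 25.4 FPKM), DUSP5 (7.44 ± 0.772 to 79.2 ± 14.9 FPKM) and NR4A1 (14.2 ± 0.827 to 76.5 ± 6.01 FPKM). Of 16 heat shock genes, 5 were in the table and these 5 rose (5 adjusted over the list alone, adjusted p = 0.026, and 0.082 under median-of-ratios scaling). The cochaperone gene DNAJB1 went from 70.6 ± 1.61 to 263.1 ± 73.5 FPKM. HSPA1A and HSPA1B are near-identical and stand in several numbered copies, so their rises of 2.42 and 1.79 are uncertain. Of 24 inflammatory mediators, 3 were in the table, of which the NF-kB subunit genes NFKB2 (17.6 ± 1.37 to 93.4 ± 15.5 FPKM) and RELB (8.03 ± 0.736 to 39.7 ± 9.53 FPKM) rose and TNFAIP2 fell by 0.65.

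Genes of the PI3K-Akt core went both ways. Of 25 genes on the list, 5 were in the table, of which 4 rose and 1 fell, also adjusted over the list alone, and the list did not differ from the rest of the table (adjusted p = 0.21). The insulin receptor substrate genes IRS1 (16.0 ± 3.21 to 46.2 ± 2.06 FPKM) and IRS2 (2.88 ± 0.440 to 8.60 ± 1.48 FPKM) and the catalytic subunit genes PIK3CD and PIK3CA (1.20 and 0.96 on the log2 scale) rose, and the regulatory subunit gene PIK3R2 fell by 1.5. The call of PIK3CA ended with an ordinary linear model (adjusted p = 0.058, the highest of its alternatives, of which the lowest was 4.48e-04). Of 24 genes on the NRF2 and antioxidant list, 5 were in the table, of which 2 rose and 3 fell, also adjusted over the list alone (adjusted p = 1). HMOX1 (78.5 ± 6.73 to 34.5 ± 0.795 FPKM), GPX1 and CAT fell, and GPX2 and SLC7A11 rose.

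Genes of cholesterol synthesis in the table fell after H/R. Of 24 genes of cholesterol synthesis and uptake, 10 were in the table and these 10 fell, 10 also adjusted over the list alone (adjusted p = 0.0065), among them TM7SF2 (110.1 ± 26.8 to 12.9 ± 4.21 FPKM), LSS (117.1 ± 18.2 to 31.2 ± 2.75 FPKM) and FDPS (326.5 ± 36.2 to 129.4 ± 14.2 FPKM). Against genes of like GC content, a comparison added after seeing the data, the share of this list did not pass (permutation test, adjusted p = 0.087). Of 12 hepatocyte-like markers, 7 were in the table and these 7 fell, 7 also adjusted over the list alone (adjusted p = 0.026, and 0.053 with an ordinary linear model), including AHSG (736.3 ± 73.8 to 263.5 ± 38.4 FPKM), SERPINA1 (1498 ± 148 to 728.9 ± 87.0 FPKM) and HP (10.2 ± 3.44 to 1.04 ± 0.513 FPKM). Of 28 enterocyte genes, 11 were in the table and 9 of them were tested, of which 7 fell and 2 rose, also adjusted over the list alone, a share that did not differ from the rest of the table (adjusted p = 0.21). APOC3 (1332 ± 233 to 398.6 ± 76.3 FPKM), the lactase gene LCT (4.41 ± 0.556 to 1.01 ± 0.425 FPKM) and FABP1 (251 ± 42.4 to 117.6 ± 16.9 FPKM) fell, and the transporter genes SLC5A1 and SLC15A1 rose by 0.87 and 1.02. The members in the table had a median GC of 59.4% for the cholesterol list, 50.3% for the hepatocyte-like list and 52.2% for the enterocyte list, against 49.0% for the HIF targets and 58.0% for the immediate early genes.

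**Figure D3:**
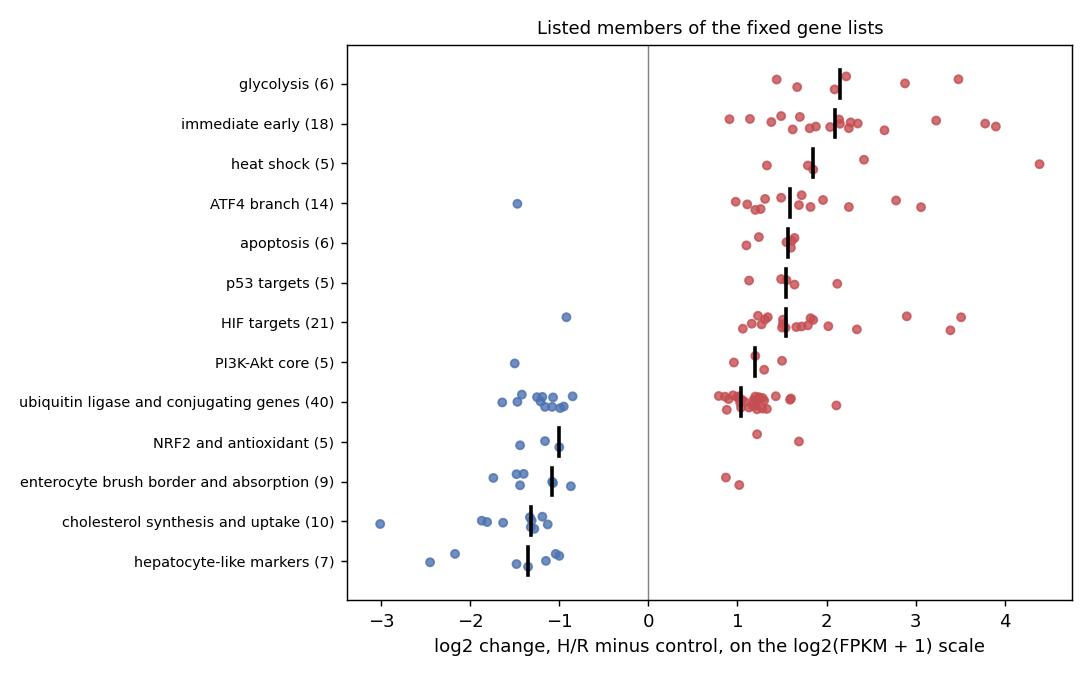
Log2 change of H/R minus control on the log2(FPKM + 1) scale (horizontal axis) for each tested member of the 13 lists with at least 5 such members, with the number of members in brackets, red points above and blue points below 0, and a black line at the list's median. The medians run from -1.35 in the hepatocyte-like markers to 2.15 in glycolysis.

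The remaining lists had fewer than 5 tested members and were not tested as groups. Of 21 autophagy and lysosome genes, the 4 in the table rose, led by OPTN (33.7 ± 8.0 to 110.3 ± 10.3 FPKM) and SQSTM1 (174.2 ± 17.4 to 371.5 ± 24.2 FPKM), as did the 3 of 22 junction genes in the table, among them CLDN1 (1.24) and OCLN (0.99, in a row numbered as a further copy). Of 30 respiratory chain genes, the 2 in the table, NDUFA2 and NDUFB3, fell by 1.04 and 1.12. Of the markers of other cell types, 1 of 2 fibroblast genes rose (PDGFRA, 1.51) and 1 fell (COL1A1, -1.04), the endothelial gene ESAM rose by 1.07, and the immune gene CD14 and the goblet cell gene TFF3 fell by 1.15 and 1.51. Of the histone genes H2BC4 rose (1.27) and H2BC12 fell (-1.01), the replication list held CCNE2 (0.91) and the housekeeping list TFRC, the transferrin receptor gene (1.31). The calls of OCLN, H2BC4, CCNE2 and TFRC ended with an ordinary linear model. No gene of the G2 and M list or of the mitochondrial genome was in the table.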

Values the study reported

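For the cell model, the study described 15 h of hypoxia at 1% O2 with 94% N2 and 5% CO2, and reoxygenation lasting 1, 2, 4 or 8 h. The study reported 58 proteins as possible HRD1 substrates. In its experiment with TMEM2 silencing under H/R, the study set the limits for differential expression at a fold change of at least 2 and P below 0.05.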

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

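The counts of changed genes, both directions together, stayed within 1.5 times of the reported ones under every alternative. By direction, the 816 falls of at least 2-fold became 386 with equal totals and 249 with median-of-ratios scaling. For all calls (2012) the alternatives gave 1519 to 2173, and 1949 to 2002 when single samples were left out. For calls of at least 2-fold (1523) they gave 1172 to 1883, and 1302 (without control replicate 1) to 1635 when single samples were left out. With unadjusted p under 0.05 and the 2-fold threshold, 1523 rows passed. The ubiquitin genes called were 28 to 40, the lowest with a minimum mean FPKM of 5. SYVN1, RFFL and CEMIP2 passed under every alternative, with log2 changes of 0.89 to 1.5, 1.17 to 1.83 and 0.92 to 1.64. When single samples were left out, they were 0.89 to 1.07, 1.17 to 1.44 and 0.92 to 1.40. No direction reversed among the 97 named genes or the 13 lists. Of the named genes, 90 kept their call under every alternative in which they were tested. The exceptions are given with the genes above, and the cause was not tested, apart from the assembled locus under quantile normalization. The rows were selected as changed, and 2012 of the 2033 tested passed in the main fit. Passing, also when adjusted over a list alone, was therefore likely for any row and is weak support for a single gene.

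The replicate number as a block gave 2027 calls and changed no call of a named gene. The deviations from the group means correlated at 0.497, 0.072 and 0.522 across genes for the samples numbered 1, 2 and 3. The correlation was -0.487 for control replicate 1 with H/R replicate 3 and -0.498 for control replicate 3 with H/R replicate 1. H/R replicate 2 correlated best with control replicate 3 (0.105), by little over control replicate 2. A batch shared by replicate number therefore stays open, and the main fit was left unpaired. The alternatives added after seeing the data gave 2022 calls (GC slope as a covariate, centred within groups so that it leaves the fold changes as they are), 1912 (1 row per symbol) and 2010 (without both replicates numbered 1). The authors' own p-values as an alternative and the set test with an estimated correlation were not run, since the table used here holds no such p-values and only selected rows. Depth is unknown, so no statement on detection limits is made.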

Other observations

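The groups in this paragraph and the next were chosen after seeing the data. Of 20 genes of ERK feedback and ligands of the EGF receptor, 16 were in the table and these 16 rose (Fisher's exact test, adjusted p = 7.12e-06 over 4 such groups). The phosphatase gene DUSP4 went from 1.34 ± 0.452 to 18.0 ± 2.69 FPKM, the feedback inhibitor gene SPRY4 from 4.55 ± 0.0907 to 22.9 ± 1.80 FPKM, the ligand genes AREG from 87.0 ± 8.37 to 413.6 ± 83.8 FPKM and EREG from 7.89 ± 2.31 to 45.9 ± 17.9 FPKM (n = 3 per group). Of 34 interferon-stimulated genes, 17 were in the table and 16 of them were tested, and these 16 fell (Fisher's exact test, adjusted p = 7.34e-05). Among them were IFI35 (47.8 ± 7.05 to 9.06 ± 0.951 FPKM), IFIT1 (4.23 ± 1.96 to 0.463 ± 0.232 FPKM) and BST2 (217.2 ± 23.7 to 87.9 ± 5.29 FPKM). Because these groups and those of the next paragraph were assembled after genes were seen to move, their p-values are descriptive.

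Nuclear genes of the respiratory chain, the ATP synthase and the mitochondrial ribosome fell in 36 of 37 tested members, and 1 did not pass (adjusted p = 8.43e-10). The group was taken by symbol from the selected rows, so it has no count of genes outside them, and of the 30 respiratory chain genes listed before the data were examined only 2 were in the table. Its members had a median GC of 55.5%, against 53.7% for all tested rows. Like the other groups chosen after seeing the data, it was not compared with genes of like GC content or like transcript length. Its members NDUFA2 and NDUFB3 changed by -1.15 to -0.52 and by -1.27 to -0.61 (log2) across the alternatives. UQCR10 went from 1278 ± 91.9 to 448 ± 57.9 FPKM, NDUFA13 from 787.9 ± 131 to 251 ± 27.6 FPKM and MRPL24 from 69.5 ± 18.8 to 22.8 ± 4.19 FPKM. Of the aminoacyl-tRNA synthetase genes, all 6 of the cytosolic group in the table rose (adjusted p = 0.0092), such as CARS1 (31.5 ± 4.21 to 88.1 ± 13.7 FPKM) and GARS1 (63.5 ± 8.74 to 195 ± 14.9 FPKM), which also encodes the mitochondrial enzyme. The 3 mitochondrial ones, LARS2, FARS2 and VARS2, fell by 1.09, 0.77 and 0.94 on the log2 scale, and were too few for a test.

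CEMIP2 rose by 1.17 on the log2 scale here. The study describes the mRNA of TMEM2 as slightly changed in vivo and in vitro, Caco-2 cells under H/R included. Its methods and its human and mouse primers point to quantitative PCR, with a larger n than the 3 samples per group here. Those measurements were not analysed here, so the samples are not the same and the assay probably differs too. The study also reports that TMEM2 protein decreased after injury. The values here are RNA levels and do not bear on the protein. The log2 change of RFFL was 1.33 and that of SYVN1 was 1.00, and the exact test of the difference could not pass at 0.05 with 3 samples per group, since 0.1 is the smallest p it allows. The study names HRD1 as the more altered of the pair, and its discussion credits this to its multiomic analysis. Its figure of both genes gives a larger n than the 3 samples per group here. It lists PCR primers for both genes for mouse only. That ranking may therefore rest on PCR in mouse samples or on sequencing, and its text does not state outright which. The values here are therefore not set against that ranking.

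With 3 samples against 3 there are 10 splits, too few for a share under 0.05, and 1 split of the 10, the real one, gave as many calls. The real split gave 2012 calls, 1523 calls of at least 2-fold and 40 ubiquitin genes, and the highest of the other splits gave 0 for each of them. The rows were selected as changed between these groups, so few calls in the other splits follow from the selection.

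Genes that rose had lower GC content than genes that fell, with a median difference of -9.6 percentage points (bootstrap 95% interval -10.4 to -8.6), and all tests in this paragraph were chosen after the result was seen. A GC bias that differed between the groups' libraries is a candidate explanation, but alone it does not account for the directions of all tested lists, since 9 of the 13 had a number of rises that differed from permutations of the called directions among genes of like GC content (adjusted p under 0.05), 8 above and 1, the hepatocyte-like markers, below. For the cholesterol, PI3K-Akt, enterocyte and NRF2 lists this stays open (smallest adjusted p 0.0868, for cholesterol). The permutations used the calls without rescaling and were not matched for transcript length. They also took list members as independent, although some lists share genes. The size of the change had a Spearman's rho with GC of 0.13 across 873 rises (interval 0.06 to 0.19) and -0.05 across 1029 falls (interval -0.12 to 0.01), which decides nothing, since the rows were selected for their change. Whether such a bias added GC-poor rises and GC-rich falls, or H/R acted on GC-poor transcripts, stays open, because rows not selected as changed were not analysed here.

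Control replicates 1 and 3 differed along the direction of the H/R change, with a median of control replicate 1 minus control replicate 3 of -0.55 (log2) in rises and 0.17 in falls, and H/R replicates 1 and 3 differed likewise (-0.24 and 0.05). A GC bias between the libraries could give this, and in the H/R group the gap between rises and falls at equal GC was -0.01 (interval -0.05 to 0.04). In the control group the gap went from -0.51 to -0.18 at equal GC (interval -0.22 to -0.14, across 1902 genes) and to -0.17 (interval -0.21 to -0.13) at equal GC and transcript length, so neither bias, as modelled with linear and squared terms, accounts for all of it. That the RNA of control replicate 3 stood nearer to H/R for a reason other than GC stays open, since between the rising and the falling lists the coefficient was -0.04 with an interval of -0.23 to 0.14 that holds both 0 and the value over all genes. No biological explanation was tested, because the labels give the control samples no further difference.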
